A study of Mus musculus with 8 samples.

How the data were processed

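The data set comprised H3K27ac HiChIP libraries from mouse embryonic stem cells. HiChIP joins DNA ends that lie close together in the nucleus and then pulls down fragments carrying a histone mark, here acetylated lysine 27 of histone H3, which marks active promoters and enhancers. A paired read therefore reports a contact of an acetylated site with another site. Per the labels' protocols, each library was made with a commercial kit that digests chromatin with micrococcal nuclease, and was sequenced as read pairs of 150 bp. Per the labels, there were 4 cell lines with 2 technical replicates each. B6 was a line of the inbred strain C57BL/6J, and D2 a line of DBA/2J. B6-13D2 was a congenic line, with the B6 genome except for an interval of chromosome 13 taken from D2. D2-13B6 was the reciprocal line, with the D2 genome and a B6 interval. The labels gave 2 different markers for one end of the D2-13B6 interval, and the positions of the markers were not used here.

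The deposited counts were whole numbers of read pairs per loop, not normalized. A loop was a pair of anchors on 1 chromosome. The series table held 415681 loops between 30044 anchors, and each library also had its own deposited file of counts per pair of 5-kb bins. Neither the labels nor the files stated the aligner, the loop caller or the genome build. In the values themselves, listed bins started between 10 kb and 2 Mb apart, every anchor of the table was a union of touching bins of the library files, and the total of each library in the table equalled the total of its own file. Of the loops, 4913 had the same merged region at both ends, so they held contacts inside 1 anchor. Pairs with 0 counts in a library were not listed in its own file. The number of columns of per-sample values that matched no sample was 0. Coordinates were compared with GRCm38. The number of anchors past a chromosome end was 0, and 29.4% of anchors held an annotated start of a protein-coding gene, against 9.82% after all anchors were moved by 1 Mb. Coordinates are therefore given as 1-based positions on GRCm38. Genes came from GENCODE release M21. GC content was computed from the GRCm38 sequence.

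Library totals ran from 737955 to 1425304 counts. Counts of read pairs carried no molecular identifiers, so intervals given for shares and ratios cover counting error only. Tested loops had at least 5 counts in at least 2 libraries, which left 44706 loops holding 79.0% to 84.3% of each library's counts. The median tested loop had 5 to 9 counts per library. The counts of all loops touching an anchor were also summed, with a loop inside 1 anchor counted once, and 21211 anchors with at least 10 counts in at least 2 libraries were tested.

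Differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, 1 mean per line, all 8 libraries in 1 fit, and Benjamini-Hochberg adjustment over all tested loops or anchors at a false discovery rate (FDR) of 0.05. A loop or anchor past that threshold is called. Fold changes are on the log2 scale, and a standard error (SE) is the fold change divided by the square root of its F statistic. There were 6 contrasts, namely D2 against B6, B6-13D2 against B6, D2 against D2-13B6, the interval effect averaged over both backgrounds (D2 allele minus B6 allele), the background effect averaged over both intervals (D2 minus B6), and the interaction, which is the interval effect in D2 background minus that in B6 background. Because the replicates of a line are technical, each test compares these cell lines against the spread between libraries of 1 line, not against the spread between independently derived lines. A chi-square test over loops with at least 10 counts in a replicate pair found more difference than sampling noise in each line, with a ratio of chi-square to degrees of freedom of 1.02 to 1.19, so no replicates were merged.

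The loops and anchors named in the text were fixed by a rule before the data were examined, as were the tests and most alternative settings. CPM are counts scaled to the total count of each library alone, without TMM factors. The rule covered the 3 contrasts between lines and the averaged interval effect. It took called loops in which every library on one side exceeded every library on the other in CPM. Of these it named the 3 risen and the 3 fallen loops with the smallest FDR, and skipped midpoints within 1 Mb of one already named for that contrast. The same rule named anchors for the averaged interval effect. A gene is given for an anchor when an annotated transcription start lies in the anchor or within 5 kb of it. For a named loop with 1 to 3 counts on one side, the ratio of count rates is given with its exact 95% interval. Where a side had 0 counts, a lower bound is given that sets that side at 3 counts.

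Agreement of the interval effect between backgrounds was the share of loops off chromosome 13 called in B6-13D2 against B6 with the same sign in D2 against D2-13B6. These contrasts share no library. The share was tested against 50% with a two-sided exact binomial test over 1 loop per 1-Mb window. Location was tested with a two-sided Fisher's exact test of called against uncalled loops on chromosome 13. The percentage of counts in loops with anchor midpoints at least 100 kb apart was compared with a two-sided exact permutation test of 4 libraries against 4.

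The edgeR procedure was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 features changed by 2-fold. Of the changed loops, 13.5% were recovered in D2 against B6 among 44706 loops, and 27% in the averaged interval effect. Of the changed anchors, 75.5% were recovered in the averaged interval effect among 21211 anchors, and 5.63% of the calls were false. With nothing changed, the number of calls was 0 in each of these comparisons, with 2101, 2115 and 1012 features at an unadjusted p under 0.05. A 2-fold change of a loop of ordinary depth was thus often missed at this depth.

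Alternatives fixed beforehand were no count filter, the filterByExpr filter of edgeR, RLE factors, library totals alone and DESeq2 1.42.0. Further ones were the replicate number as a block, a separate scaling factor per library and chromosome, and autosomes alone. Loops spanning at least 20 kb, the 4 compared libraries alone and an FDR of 0.01 were also fixed beforehand. So were windows of 100 kb, long spans of 500 kb, and leaving out each library in turn. For the share on chromosome 13, so were windows of 1 Mb in place of loops. Chosen after the data were seen were a fit without chromosome 11, the removal of trends on abundance, GC content and span (a loess curve per library with span 0.3 on log counts plus 0.5), and, for agreement between backgrounds, anchors in place of loops and the loops or anchors off chromosomes 11 and 13. The comparison of long loops between parental and congenic lines was also chosen then, as was the use of DESeq2, other filters, library totals, autosomes and spans of at least 20 kb for the share on chromosome 13.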

Results

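The 8 libraries comprised 2 technical replicates of each of the lines B6, D2, B6-13D2 and D2-13B6. The design crosses the background genome with the allele of an interval of chromosome 13. Each allele of the interval was thus present in 4 libraries, 2 of each background. The B6 libraries held 952040 and 737955 counts, the D2 libraries 831446 and 768078, the B6-13D2 libraries 982278 and 1357176, and the D2-13B6 libraries 1395052 and 1425304. Both congenic lines were therefore deeper than the parental lines. Most loops were sparse, and 142133 of the 415681 loops had a single count over all 8 libraries. Loops inside 1 anchor took 29.3% to 33.4% of each library's counts. The median span of a loop was 590 kb. Across tested loops, the correlation of replicates was 0.863 in B6, 0.861 in D2, 0.903 in B6-13D2 and 0.920 in D2-13B6. Libraries of different lines correlated at 0.857 to 0.886 for B6 with B6-13D2, and at 0.874 to 0.876 for D2 with D2-13B6. Parental replicates thus did not stand out from pairs of different lines with the same background. These are correlations across loops, which are not independent replicates.

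One chromosome differed between lines as a whole. Chromosome 11 held a mean of 13.9% of the counts of the 2 D2-13B6 libraries, against 10.0% to 10.6% in the other 6 libraries. The mean share of D2-13B6 was 1.35 times that of D2. The shares of chromosome 13 were 2.80% and 2.82% in D2-13B6, against 3.10% to 3.42% in the other 6. In D2 against D2-13B6, the median log2 fold change of tested loops was -0.47 on chromosome 11 and 0.25 on chromosome 13. In B6-13D2 against B6, these medians were -0.0207 and -0.0249. Values from chromosome 11 in any contrast with D2-13B6 are given apart for that reason.

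**Figure D1:**
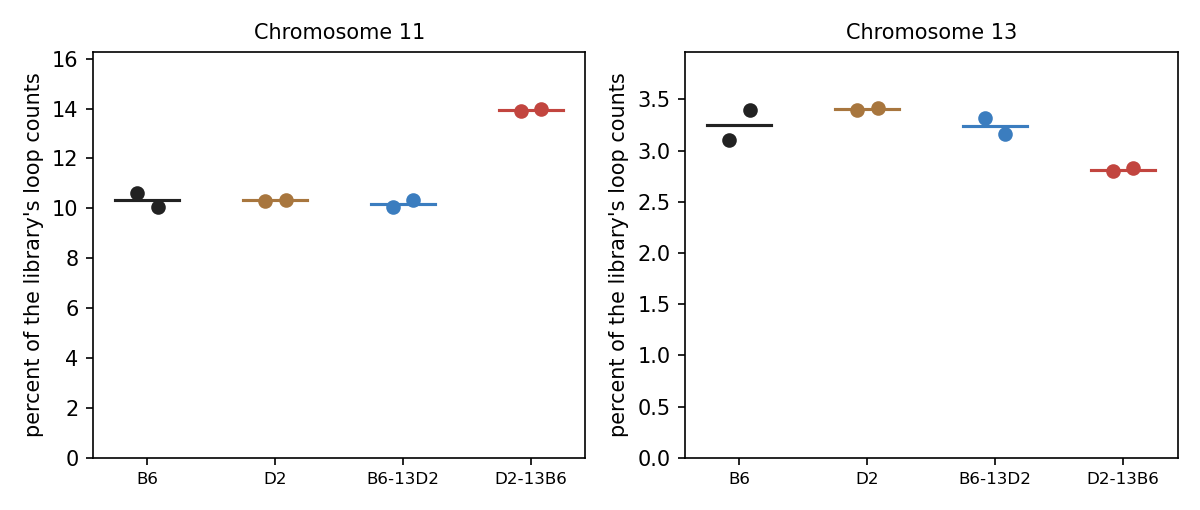
Percent of each library's loop counts on chromosome 11 (left) and chromosome 13 (right), with 1 point per library and a line at the mean of the 2 libraries of a line. Both D2-13B6 libraries, with a mean of 13.9%, lie above the other 6 at 10.0% to 10.6% for chromosome 11, and they lie at 2.80% and 2.82% for chromosome 13, below the other 6.

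The comparison of D2 with B6 asked how contacts of acetylated sites differ between the parental strains. Whether reads of both strains were mapped to 1 reference is not stated. D2 reads lost at variants against the reference therefore stay open as a contribution to these calls and to those of the background effect. Of 44706 tested loops, 1185 were called, with 617 higher and 568 lower in D2. DESeq2 moved this count most, to 338 calls. Of the 1185 loops, it gave no adjusted p for 269 and an adjusted p above the threshold for 578. The loop with the smallest FDR joined 12865001 to 12870000 with 12875001 to 12880000 on chromosome 6, where no gene start is annotated. It had 189 and 211 counts in the D2 libraries against 1 and 2 in B6. The ratio of count rates was 141 (exact 95% interval 47.9 to 686; FDR 7.87e-86). A loop in the body of Immp2l on chromosome 12, from 41375001 to 41390000, rose from 8.57 ± 3.21 CPM (SD, n = 2) in B6 to 202 ± 29.9 CPM (SD, n = 2) in D2, a log2 fold change of 4.59 (SE 0.28, FDR 5.89e-58). Contacts inside the anchor at the start of Plekhm3 (chromosome 1, 64945001 to 64985000) rose from 61.6 ± 12.4 to 393 ± 9.63 CPM (SD, n = 2 each; log2 fold change 2.66, SE 0.17, FDR 6.12e-54). Contacts inside the anchor at Nod1 (chromosome 6, 54935001 to 54975000) were lower in D2, at 36.5 ± 9.12 CPM against 270 ± 26.0 (SD, n = 2 each; log2 fold change -2.89, SE 0.20, FDR 1.56e-45). The same held at Btn2a2 (chromosome 13, 23485001 to 23520000), with 17.2 ± 10.7 CPM against 151 ± 6.21 (log2 fold change -3.14, SE 0.25, FDR 8.35e-32). At Scaf4 (chromosome 16, 90280001 to 90315000), D2 had 26.9 ± 0.623 CPM against 167 ± 14.4 (log2 fold change -2.63, SE 0.22, FDR 4.19e-28). In each of these 6 loops, both libraries of the congenic line lay on the side of the parent that gave its background.

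**Figure D2:**
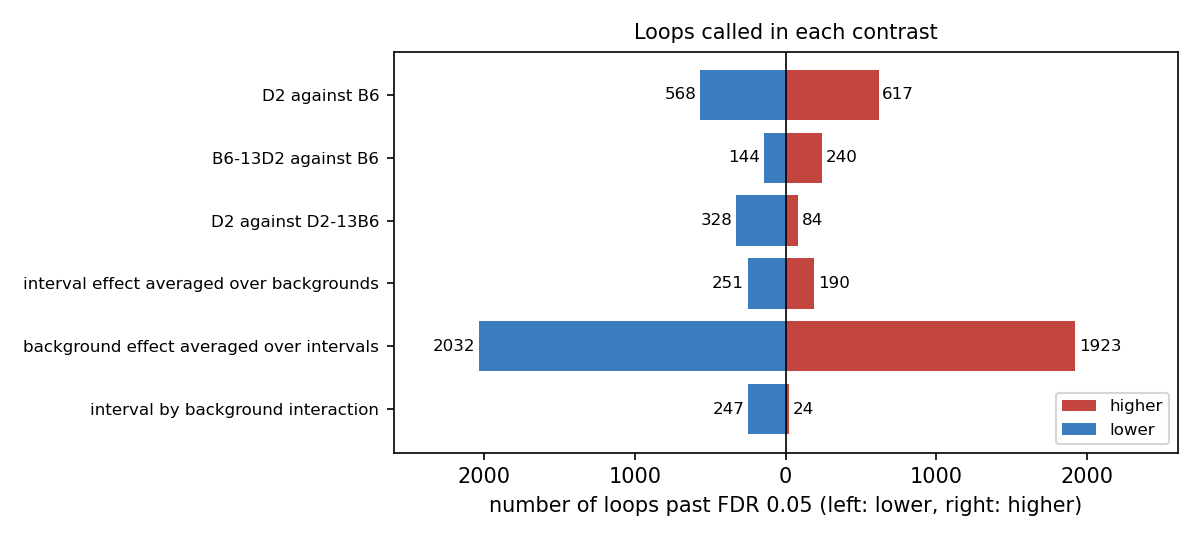
Number of loops past an FDR of 0.05 in each contrast (horizontal axis), with loops that were lower to the left of 0 in blue and loops that were higher to the right in red. The background effect had 3955 calls, D2 against B6 1185, the interval effect 441, and the interaction 271, of which 247 were lower.

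The comparison of B6-13D2 with B6 asked what the D2 interval changes in a B6 genome. It gave 384 calls, with 240 higher and 144 lower in B6-13D2, and 47 of them lay on chromosome 13. The balance of directions depended on scaling. With library totals alone it was 128 higher and 182 lower, with the trend on abundance removed 99 higher and 163 lower, and with DESeq2 115 higher and 24 lower. Contacts inside an anchor of the histone gene cluster on chromosome 13 (23530001 to 23600000, from Hist1h4h to Hist1h4d) rose from 164 ± 40.3 to 344 ± 7.25 CPM (SD, n = 2 each; log2 fold change 1.12, SE 0.14, FDR 5.29e-12). Histone genes, like Zfp729a, Obox6 and Nlrp4f, belong to multigene families, and how reads with several matches were placed is not stated. In D2 against D2-13B6 the contacts inside the histone anchor changed in the opposite direction (log2 fold change -0.73). Contacts inside the anchor at Zfp729a (chromosome 13, 67635001 to 67655000) rose from 6.76 ± 3.81 to 49.6 ± 11.9 CPM (log2 fold change 2.79, SE 0.37, FDR 1.65e-10). A loop on chromosome 6 without an annotated start, from 137655001 to 137725000, rose from 46.4 ± 4.25 to 115 ± 25.5 CPM (log2 fold change 1.31, SE 0.20, FDR 3.82e-07). A loop spanning 455 kb on chromosome 19, from the anchor at Fgfbp3 and Btaf1 (36915001 to 36930000) to that at Kif11 (37375001 to 37380000), had 59 and 44 counts in the B6 libraries and 0 in both B6-13D2 libraries. It was at least 47.5-fold lower in B6-13D2 (FDR 1.05e-31), and the D2 libraries had 1 and 0 counts. Of the 11 tested anchors between its ends, with the 2 end anchors left out, 8 were raised in both B6 libraries above the other 6 libraries. Contacts inside the anchor at Obox6 and Crx (chromosome 7, 15830001 to 15870000) fell from 102 ± 8.47 to 16.4 ± 1.30 CPM (log2 fold change -2.62, SE 0.25, FDR 1.26e-21). Contacts inside an anchor on chromosome 13 with starts of non-coding genes only, such as Gm48360 (66540001 to 66605000), numbered 48 and 19 in B6. Both B6-13D2 libraries had 0, at least 30.9-fold lower (FDR 2.29e-20).

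The comparison of D2 with D2-13B6 asked the same of the interval in a D2 genome, again as D2 allele minus B6 allele. It gave 412 calls, of which 84 were higher and 328 lower in D2. Chromosome 11 held 184 of them, all lower. The remaining 228 comprised 84 higher and 144 lower, and a separate scaling factor per chromosome left 204 calls in all. The balance off chromosome 11 depended on the scaling. Library totals alone gave 149 higher and 79 lower there, removal of the trend on abundance 124 higher and 55 lower, and DESeq2 20 higher and 80 lower. Contacts inside the anchor at Zfp729a rose from 5.31 ± 1.42 CPM in D2-13B6 to 60.2 ± 5.14 in D2 (SD, n = 2 each; log2 fold change 3.42, SE 0.34, FDR 3.92e-19). Contacts inside an anchor in the body of Aass (chromosome 6, 23065001 to 23095000) rose from 40.2 ± 11.1 to 126 ± 17.6 CPM (log2 fold change 1.59, SE 0.19, FDR 1.88e-12). A loop on chromosome 13 without an annotated start, from 19950001 to 19970000, rose from 83.3 ± 7.26 to 185 ± 20.1 CPM (log2 fold change 1.10, SE 0.16, FDR 1.7e-08). Contacts inside the anchor at Gm48360 numbered 2 and 0 in D2 against 65 and 50 in D2-13B6, a ratio of 32.6 (exact 95% interval 8.82 to 272, FDR 5.48e-15). The other two named loops lay on chromosome 11, where the whole chromosome was shifted. One comprised contacts inside the anchor at Xbp1 and Ccdc117 (5485001 to 5545000, log2 fold change -1.03, SE 0.12, FDR 5.48e-15). The other comprised contacts inside the anchor from Sox15 to Tnfsf12 (69650001 to 69720000, log2 fold change -0.94, SE 0.11, FDR 1.23e-13). With a scaling factor per chromosome, their log2 fold changes were -0.56 (FDR 0.000587) and -0.47 (FDR 0.00594).

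The averaged interval effect asked what the interval changes in both backgrounds. It gave 441 calls, 190 higher and 251 lower with the D2 allele, and 87 of them lay on chromosome 11, 86 lower. The count depended on single libraries. It was 164 without B6 replicate 1 and 539 without B6 replicate 2. Contacts inside the anchor at Zfp729a had the smallest FDR among risen loops (log2 fold change 3.10, SE 0.25, FDR 1.92e-31). Contacts inside the anchor in the body of Aass, on chromosome 6, were at 126 ± 17.6 CPM in D2 and 94.9 ± 11.2 in B6-13D2. They were at 47.0 ± 3.29 in B6 and 40.2 ± 11.1 in D2-13B6 (SD, n = 2 each, log2 fold change 1.31, SE 0.14, FDR 2.65e-16). Contacts inside the anchor at Gpr85 on chromosome 6 (13835001 to 13865000) rose by 0.76 on the log2 scale (SE 0.12, FDR 1.1e-06). Among fallen loops, contacts inside the anchor at Gm48360 numbered 182 with the B6 allele and 2 with the D2 allele, in 4 libraries each. The ratio was 79.5 (exact 95% interval 21.7 to 661, FDR 1.86e-37). Contacts inside the anchor at Obox6 and Crx fell by 1.72 on the log2 scale (SE 0.16, FDR 1.8e-22). Those inside the anchor at Nlrp4f (chromosome 13, 65200001 to 65230000) fell by 1.26 (SE 0.13, FDR 4.6e-19).

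**Figure D3:**
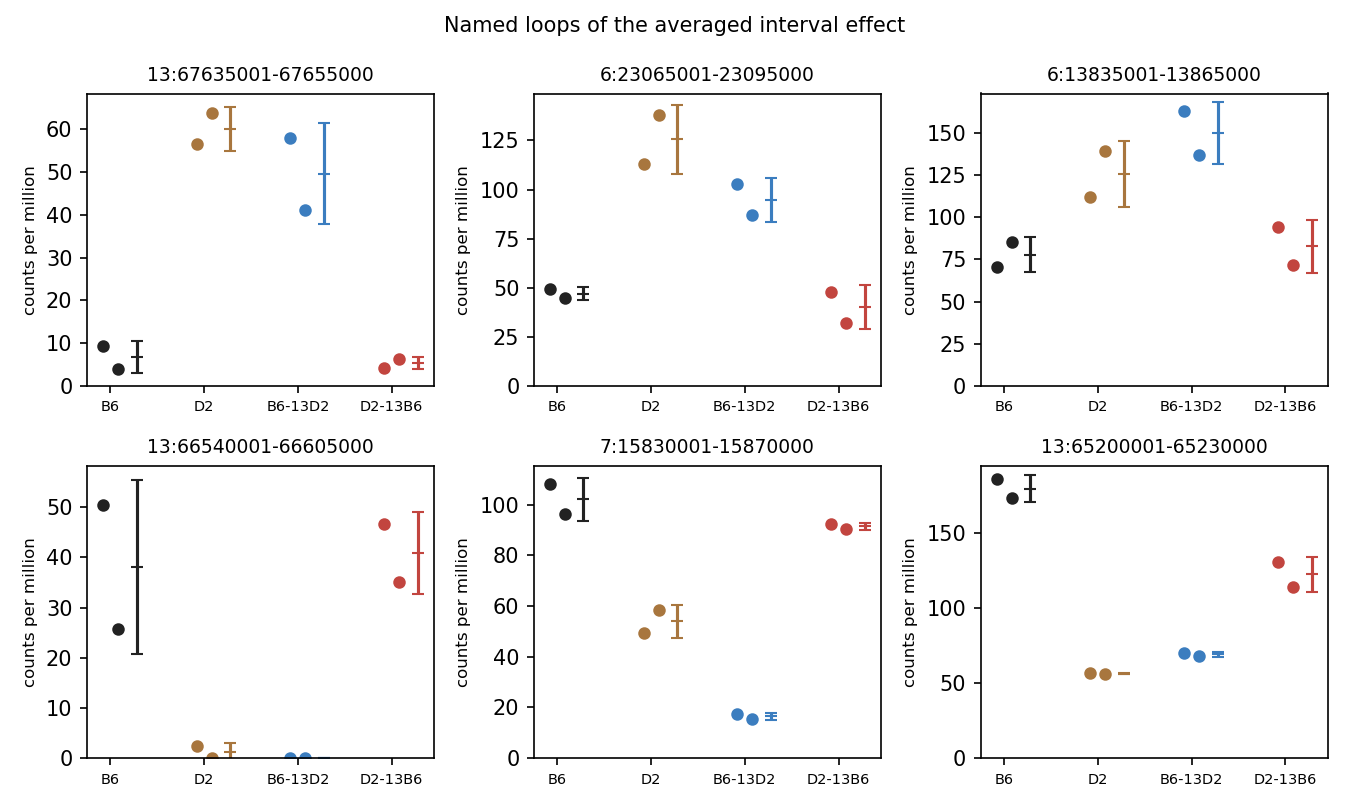
CPM of the 6 named loops of the averaged interval effect in each library, with the mean and SD of the 2 libraries per line. Contacts inside the anchor in the body of Aass were at 126 CPM in D2 and 94.9 in B6-13D2, against 47.0 in B6 and 40.2 in D2-13B6.

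Calls of the averaged interval effect were more frequent on chromosome 13. It held 57 of the 441 calls, or 12.9% (exact 95% interval 9.94% to 16.4%), against 3.25% of tested loops (Fisher's exact test, two-sided, odds ratio 4.56, p = 9.47e-19). Loops that share anchors are not independent, so windows were counted as well. Of 285 windows of 1 Mb with at least 1 call, 29, or 10.2%, lay on chromosome 13. That compared with 4.94% of all 1983 windows with a tested loop (Fisher's exact test p = 7.91e-05). With DESeq2 the share of calls on chromosome 13 was 6.50%, or 8 of 123. It was 3.09% among the loops with an adjusted p (Fisher's exact test p = 0.0541). The calls clustered between 55 and 70 Mb, a region chosen after the values were seen. Of 345 tested loops there, 31 were called, or 8.99%, against 2.35% on the rest of chromosome 13. On other chromosomes it was 0.888%, and 0.773% with chromosome 11 left out. Since the region was chosen for its calls, Fisher's exact test against the rest of chromosome 13 (p = 4.79e-07) cannot test the clustering. Of those 31, 24 were lower with the D2 allele. In that region, 24 loops were called in B6-13D2 against B6, and 22 had the same sign in D2 against D2-13B6. Conversely, 14 were called in D2 against D2-13B6, and all 14 had the same sign in B6-13D2 against B6. On the rest of chromosome 13, 10 of 23 and 10 of 15 called loops had the same sign in the other background, and 24 of its 26 interval calls were higher with the D2 allele. Background calls were less frequent inside the region, at 4.64% of loops, than on the rest of chromosome 13, at 11.8%.

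**Figure D4:**
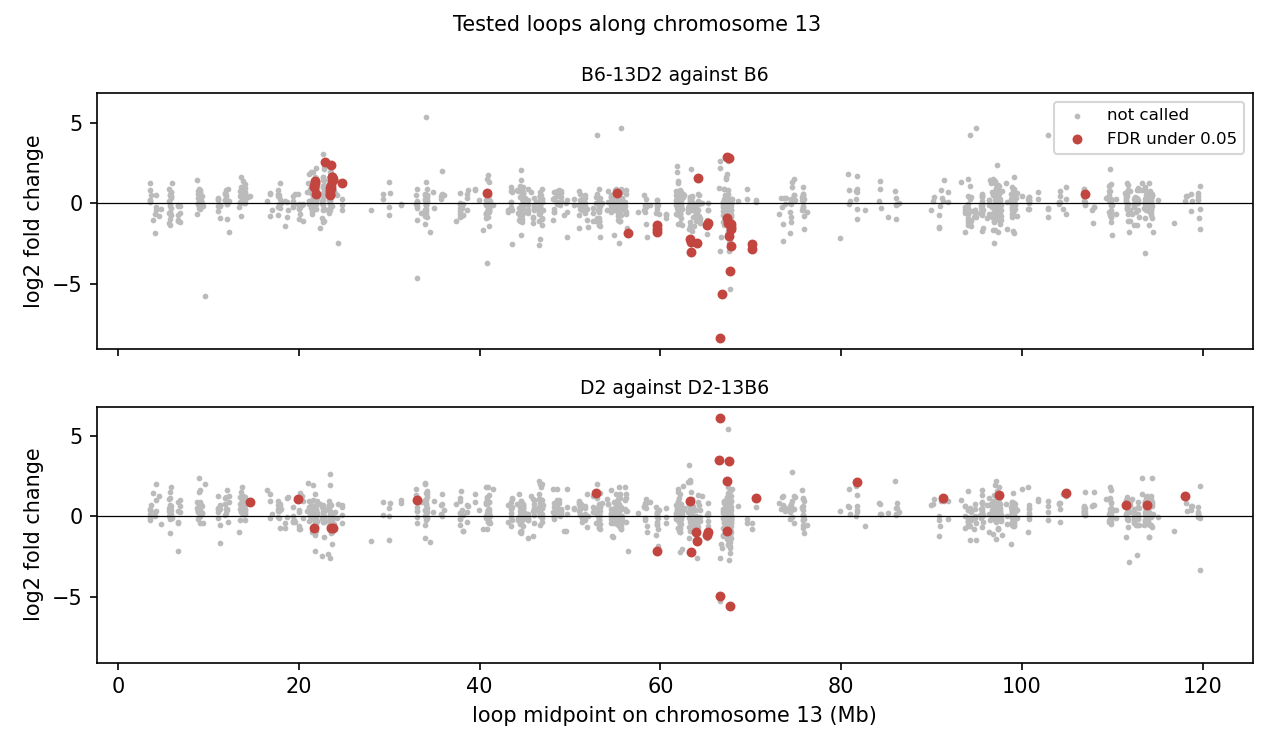
Log2 fold change of tested loops along chromosome 13 (position in Mb), for the D2 allele against the B6 allele of the interval in each background, with called loops in red. Between 55 and 70 Mb, 24 loops were called in the B6 background and 14 in the D2 background.

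Off chromosome 13, the loops called in B6-13D2 against B6 numbered 337, and 192 of them, or 57.0% (exact 95% interval 51.5% to 62.3%), had the same sign in D2 against D2-13B6. Over 261 windows, 157 had the same sign, or 60.2% (exact binomial test, two-sided, p = 0.00124). Of the 383 loops called in D2 against D2-13B6, 186, or 48.6%, had the same sign in B6-13D2 against B6 (99 of 211 windows, 46.9%, exact binomial p = 0.409). Those loops include the shifted chromosome 11. Off chromosomes 11 and 13, 110 of 199 loops, or 55.3%, had the same sign (82 of 156 windows, 52.6%, exact binomial p = 0.575). Loops called in B6-13D2 against B6 gave 57.5% without chromosome 11 (144 of 240 windows, 60.0%, exact binomial p = 0.00235). With a scaling factor per chromosome they gave 53.2% (139 of 258 windows, 53.9%, exact binomial p = 0.237). With RLE factors they gave 60.7% (157 of 245 windows, 64.1%, exact binomial p = 1.23e-05). At an FDR of 0.01, the share of windows was 58.2%, or 64 of 110 (exact binomial p = 0.105). Without D2 replicate 2, 51.3% of loops had the same sign. Off chromosome 13, 36 loops were called in both backgrounds, 19 with the same sign and 17 with opposite signs. Off chromosomes 11 and 13 there were 24, of which 16 had the same sign and 8 opposite signs.

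Anchor sums were less sparse. Of 21211 tested anchors, 1306 were called for the averaged interval effect, 617 higher and 689 lower, and 109 lay on chromosome 13. Chromosome 11 held 307, all lower, so that off chromosome 11 there were 617 higher and 382 lower. That balance depended on the scaling, with 420 higher and 392 lower for a scaling factor per chromosome, 424 and 394 with chromosome 11 left out of the fit, and 723 and 353 with library totals alone. DESeq2 moved this count most, to 367, and it was 497 without D2 replicate 2. The named anchors that rose were the one in the body of Aass (log2 fold change 1.30, SE 0.12, FDR 5.88e-14), one in the body of Adam32 on chromosome 8 (24895001 to 24925000; log2 fold change 0.80, SE 0.10, FDR 1.01e-09) and one in the body of Dnah12 on chromosome 14 (26855001 to 26870000; log2 fold change 0.82, SE 0.11, FDR 1.26e-08). Those that fell were the anchors at Obox6 and Crx (log2 fold change -1.60, SE 0.11, FDR 2.93e-22), Gm48360 (log2 fold change -1.95, SE 0.17, FDR 1.36e-15) and Nlrp4f (log2 fold change -1.11, SE 0.10, FDR 1.36e-15). At Obox6 and Crx, the sums were 233 ± 0.0756 CPM in B6, 49.4 ± 2.13 in B6-13D2, 140 ± 0.997 in D2 and 265 ± 8.04 in D2-13B6 (SD, n = 2 each). The log2 fold change there was -2.13 in the B6 background (FDR 2.83e-18) and -1.07 in the D2 background (FDR 1.05e-08).

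The averaged background effect asked what the genome outside the interval changes. It gave 3955 called loops, 1923 higher and 2032 lower in the D2 background, of which 454 lay on chromosome 11, 391 higher. At anchors it gave 5253 calls, 2525 higher and 2728 lower, of which 598 lay on chromosome 11, 529 higher. Off chromosome 11, 1532 loops were higher and 1969 lower, and 1996 anchors were higher and 2659 lower. Both counts exceeded those of the interval effect by the same test at the same depth.

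The interaction asked whether the interval acts differently in the backgrounds. It gave 271 calls, 24 higher and 247 lower, and 102 of the lower ones lay on chromosome 11. The remaining 169 comprised 24 higher and 145 lower. With library totals alone there were 142 calls, 48 higher and 94 lower, and the median log2 fold change of all loops moved from -0.03 to 0.16. With the trend on abundance removed there were 91 calls, 43 higher and 48 lower. The count was also 91 without D2 replicate 1. At anchors the interaction gave 1025 calls, 222 higher and 803 lower. Off chromosome 11 these were 221 higher and 507 lower. That balance was 160 and 542 with a scaling factor per chromosome, but 530 and 134 with library totals alone. The interaction sets the shallower parental lines against the deeper congenic lines.

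The share of counts in loops spanning at least 100 kb was 29.5 ± 2.38% in B6, 29.9 ± 1.11% in D2, 26.2 ± 0.725% in B6-13D2 and 26.97 ± 0.0606% in D2-13B6 (SD, n = 2 each). The libraries with the D2 allele of the interval had 28.1 ± 2.23% and those with the B6 allele 28.3 ± 2.02% (SD, n = 4 each), a difference of -0.205 points (exact permutation test, two-sided, p = 0.886, adjusted 0.886). Libraries of the D2 background had 28.4 ± 1.79% and those of the B6 background 27.9 ± 2.39% (SD, n = 4 each), a difference of 0.524 points (exact permutation p = 0.743, adjusted 0.886 over both tests). The smallest p that 4 libraries against 4 allow is 0.0286. These tests treat libraries as exchangeable, although the 2 libraries of a line are technical replicates. The interval comparison averages over opposite differences, since B6-13D2 lay below B6 and D2 above D2-13B6, and the background comparison counts the gap between parental and congenic lines as spread. The 4 libraries of the parental lines, at 29.7 ± 1.53%, all lay above the 4 libraries of the congenic lines, at 26.6 ± 0.595% (SD, n = 4 each). This grouping was chosen after the values were seen and gave a difference of 3.10 points. Full separation fixes the smallest p possible (exact permutation p = 0.0286), so the test adds nothing to the separation itself. The grouping follows the depth, since the congenic libraries were the deeper ones. With spans of at least 500 kb the difference was 1.49 points (exact permutation p = 0.0857), and in the number of distinct loops it was -1.80 points (exact permutation p = 0.114).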

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

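The counts off chromosome 11, the fits with trends on abundance, GC content and span removed, the fit without chromosome 11 and the use of these and of library totals to test explanations were chosen after the results were seen. The interaction had been planned, as had library totals, RLE factors, a scaling factor per chromosome, DESeq2 and leaving out single libraries as settings for it.

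The interval effect differed between the backgrounds by a test of the difference itself, with 271 loops called in the interaction. The calls were unequal in direction, with 24 higher and 247 lower, so that most had a lower interval effect in the D2 background. Chromosome 11 held 102 of them, all lower, and is treated under the other observations as a shift of a whole chromosome in D2-13B6. With chromosome 11 left out of the fit, 154 calls were made. Off chromosome 11, 24 calls were higher and 145 lower.

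For the excess of lower calls off chromosome 11, technical explanations were tested. The contrast sets B6 and D2 against the congenic lines, and both congenic lines were deeper, so a trend of fold change on abundance would appear in it. With that trend removed, 26 lower and 42 higher calls were made off chromosome 11. An excess that arose from a trend tied to the difference in depth would give this. The removal recentres fold changes along abundance, so a more even balance follows in part by construction and cannot decide it. The choice of scaling factors was varied as well. With library totals as the only scaling, 48 lower and 48 higher calls were made, but that setting moves the interaction of all loops alike, from a median of -0.03 to 0.16, so the balance changes by construction. RLE factors gave 117 lower and 26 higher calls, a scaling factor per chromosome 170 and 19, and DESeq2 113 and 4, so the excess was present under each of them. Removing a trend on GC content gave 270 lower and 35 higher calls, and removing a trend on span gave 145 lower and 24 higher calls, which argues against these as the whole cause. An interaction of single loops stays open as a biological explanation, since the 42 higher and 26 lower loops off chromosome 11 were called with the trend on abundance removed. The depth is confounded with the contrast, because each line was sequenced at its own depth. Without D2 replicate 1, 91 calls were made.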

How the results depend on the processing

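The fits without chromosome 11 and with trends on abundance, GC content and span removed, and the uses of anchors and of loops off chromosomes 11 and 13 for agreement between backgrounds, were chosen after the results were seen. So were the grouping of long loops into parental and congenic lines and, for the share on chromosome 13, DESeq2, library totals, autosomes, spans and filters. The other alternatives were planned.

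The 18 named loops and 6 named anchors, some named in several contrasts, kept their direction and stayed past the threshold in all 208 fits under their alternatives, with an adjusted p of at most 0.00784. DESeq2 gave no adjusted p for 4 of the 24. These include contacts inside the anchors at Zfp729a and Gm48360 and the long loop on chromosome 19. All were named for the smallest FDR in these data, so staying past the threshold was likely beforehand. In the contrasts between lines, named loops were refitted only with DESeq2, RLE factors, a scaling factor per chromosome and the replicate number as a block. The share of interval calls on chromosome 13 was 6.50% with DESeq2, no longer past the threshold (Fisher's exact test p = 0.0541), among the 3102 loops with an adjusted p. The cause was not tested. It stayed past the threshold in the other fits run for it, from 9.53% with the filterByExpr filter to 16.2% without chromosome 11, and from 9.83% to 16.5% across the fits that each left out one library.

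Counts of calls moved more. Without a count filter, 476 loops were called in D2 against B6, 204 in B6-13D2 against B6, 107 for the interval effect and 1827 for the background effect, while the interaction rose to 365. The cause was not tested. With DESeq2, the counts were 338 in D2 against B6, 139 in B6-13D2 against B6, 200 in D2 against D2-13B6, 123 for the interval and 1244 for the background, and at anchors 367 for the interval and 2422 for the background. Of the interval calls, 219 had no adjusted p in DESeq2, 119 were also called and 103 were not. The rest of the cause was not tested. Loops spanning at least 20 kb, which leave out all contacts inside 1 anchor, gave 521, 134, 127, 165 and 2118 in the same order, and 75 for the interaction. Only the 4 libraries compared gave 248 calls in B6-13D2 against B6 and 503 in D2 against D2-13B6, and the cause was not tested. D2 against D2-13B6 gave 204 calls with a scaling factor per chromosome and 191 without chromosome 11, and both settings take out the shift of chromosome 11. Without that chromosome the interaction gave 154 calls and the interval effect at anchors 818. The interaction also gave 142 calls with library totals, 178 with the replicate number as a block, 91 with the trend on abundance removed and 445 with the trend on GC content removed. For the last, the cause was not tested. The replicate numbers share only a number, since the deviations of libraries with the same number correlated at -0.050 to 0.0043 between lines.

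Across the fits that each left out one library, calls ran from 164 (without B6 replicate 1) to 539 for interval loops, 2882 to 3476 for background loops, 91 (without D2 replicate 1) to 263 for the interaction, 497 (without D2 replicate 2) to 1736 for interval anchors and 3962 to 5121 for background anchors.

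Agreement of the interval effect off chromosome 13 was 57.0% of loops, and 48.6% when loops were called in the D2 background. The latter includes the shift of chromosome 11, and off chromosomes 11 and 13 it was 55.3%, with 52.6% of windows (exact binomial p = 0.575). With a scaling factor per chromosome it was 53.2%, no longer past the threshold, and the cause was not tested. At an FDR of 0.01 it was 53.4% of loops and 58.2% of windows, no longer past the threshold with 110 windows in place of 261. It ran from 51.3% (without D2 replicate 2) to 62.9% (without D2 replicate 1) across the fits that each left out one library. Those fits kept the 337 loops called with all libraries, so the range does not show how the share depends on the B6 and B6-13D2 libraries, from which the loops were called. Removal of the trend on abundance gave 70.4% of loops and 72.7% of windows (exact binomial p = 1.36e-09). Off chromosomes 11 and 13, anchors called in B6-13D2 against B6 gave 54.4% of anchors and 55.3% of windows (exact binomial p = 0.0131). With a scaling factor per chromosome they gave 52.9% and 53.7% (exact binomial p = 0.0836). Anchors called in D2 against D2-13B6 gave 51.7% of anchors and 48.7% of windows (exact binomial p = 0.649).

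The difference in long loops by interval allele reversed to 0.327 points at 500 kb, and ran from -1.07 to 0.785 across the fits that each left out one library. By background it ran from -0.219 to 1.64. Neither passed its threshold in the settings with 4 libraries per arm. The difference of parental from congenic lines was 1.49 points at 500 kb and 0.972 among tested loops, where parental and congenic libraries overlapped. This difference reversed to -1.80 in the number of distinct loops. It ran from 2.59 to 3.71 across the fits that each left out one library. The cause was not tested.

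The depth limits what the loops can show. On simulated data with 200 loops changed 2-fold, 13.5% were recovered in D2 against B6 and 27% in the interval effect, against 75.5% of anchors. A loop that was not called is therefore not shown to be unchanged.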

Other observations

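The tests in this part were chosen after the results were seen.

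Counts of calls were set against other splits of the 8 libraries. In a fit of 4 libraries against 4 without other terms, the interval effect gave 7 called loops and 4 called anchors, and 2 of the 35 splits gave as many in each case, the other being the split by background. The background effect gave 2895 called loops and 3295 called anchors, and 1 of the 35 splits gave as many in each case. With background as a covariate, the interval effect gave 212 called loops and 480 called anchors, and 1 of the 18 splits that part each background evenly gave as many in each case. The other splits gave at most 79 and 113. Only 3 of the 35 splits and 2 of the 18 keep the 2 libraries of each line together. The rest put differences between lines into the spread, which can lower their calls. Of 2384 anchors off chromosome 13 called in D2 against B6, 1972 had the opposite sign in B6-13D2 against D2-13B6, as their backgrounds predict, and those contrasts share no library. This argues against a grouping by accident as the cause of the background calls. For the number of interval calls, a grouping by accident cannot be told apart from the effect with these 4 lines, since too few splits keep the libraries of a line together.

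The share of chromosome 11 was raised in both D2-13B6 libraries. A candidate explanation is extra copies of the chromosome in the D2-13B6 line. It needs a raised share along the whole length, and in 13 of 13 windows of 10 Mb both D2-13B6 libraries lay above the other 6, with a median log2 fold change of -0.54 to -0.22 in D2 against D2-13B6. The median over chromosome 11 was -0.46 after removal of a trend on abundance and -0.47 after removal of a trend on GC content, which argues against both as the whole cause. The median in B6-13D2 against B6 was -0.0207, and its windows ran from -0.10 to 0.21, above all of those in D2 against D2-13B6, which argues against an effect of the interval allele in both backgrounds. Of the tested loops on chromosome 11, 80.4% were lower in D2, which argues against a few loops that take most counts. An effect of the B6 interval in the D2 background alone stays open, since there was 1 line of each kind.

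The share of chromosome 13 was lowered in D2-13B6. In 7 of 12 windows both D2-13B6 libraries lay below the other 6, as a partial loss of copies would give, in a portion of the cells for example. On chromosome 1 the same held in 6 of 20 windows. A loss of whole copies needs a lowered share along the whole length. Window medians of chromosome 13 in D2 against D2-13B6 ran from -0.0348 to 0.526, so the windows do not show that. The median log2 fold change of chromosome 13 loops in D2 against D2-13B6 was 0.23 after removal of the trend on abundance and 0.17 after removal of that on GC content, which argues against both as the whole cause. The share was 3.24 ± 0.110% in B6-13D2 and 3.25 ± 0.207% in B6 (SD, n = 2 each), against means of 3.41% in D2 and 2.81% in D2-13B6. This argues against an effect of the interval allele on the share of the whole chromosome in both backgrounds. An effect in single windows stays open. In B6-13D2 against B6 the median was -0.0249, over windows that ran from -0.43 to 0.55.

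Strain differences on chromosome 13 can show where the interval was exchanged. Anchors called in D2 against B6 were compared with the sign in B6-13D2 against D2-13B6, which shares no library with that contrast. Between 55 and 75 Mb, 25 of 32 called anchors had the same sign, or 78.1% (exact 95% interval 60.0% to 90.7%). On the rest of chromosome 13, 15 of 79 did (Fisher's exact test p = 7.61e-09). The bounds were set after the values of chromosome 13 were seen, so this p does not allow for the choice of region. Among 112 windows of 10 Mb with at least 10 called anchors, the one from 60 Mb on chromosome 13 had the highest share, 20 of 25, followed by one on chromosome 11 with 11 of 14. This is in line with an exchange of the interval as the labels state. On other chromosomes 17.3% had the same sign, which argues against exchanged labels of the congenic lines. Of 31 interval loop calls inside 55 to 70 Mb, 24 were lower with the D2 allele (exact binomial p = 0.00333). Loops that share anchors are not independent, so this p can be too small. D2 reads lost at variants against the reference would also give more lower calls. That explanation stays open beside regulation by the interval.

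The loop of 455 kb on chromosome 19 in B6, and the anchors around it, were singled out after their values were seen. A candidate explanation is a duplicated segment in the B6 line. Of the 11 tested anchors between its ends, with the 2 end anchors left out, 8 were raised in both B6 libraries above the other 6, against 2 of 12 within 0.5 Mb beside them and 2278 of all 21211 tested anchors, or 10.7%. The median log2 ratio was 1.18 between the ends and 0.23 beside them. The loop had 0 counts in both B6-13D2 libraries together. Most anchors of this part of chromosome 19 that differ between the strains nevertheless followed the background. Of those called in D2 against B6, 6 of 28 in the window from 30 Mb had the same sign in B6-13D2 against D2-13B6. In the window from 40 Mb, 3 of 12 did. These counts do not leave out anchors of the region itself. A B6 background without the loop argues against a variant between the strains. Of 36 tested loops in the region, 14 were called, and after removal of the trends 15 (GC content) and 14 (abundance) were called, which argues against both trends. A gain of contacts without a duplication stays open.

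Long loops that differed strongly by background were counted with limits set after the data were seen. They spanned at least 100 kb, and every library of one background had at least 8 CPM and more than 4-fold the highest of the other. There were 12 such loops higher in the D2 background and 1 higher in the B6 background (exact binomial p = 0.00342), from 2311 and 2363 eligible loops, and the 12 lay in 9 distinct megabases. A loss of D2 reads in mapping predicts more such loops in B6, so the value of 1 argues against it as the cause of the 12. A loss that lowers counts by less than the 4-fold limit would not appear in this count. The count therefore cannot exclude such a loss elsewhere. The 12 may reflect stretches of the D2 genome that are arranged differently from the reference, so that sites close in D2 are far apart in reference coordinates. No sequence was available to check that.

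Contacts inside the anchor of the histone gene cluster on chromosome 13 were lower in B6 than in the other lines. Their log2 fold change in D2 against D2-13B6 was -0.73 (FDR 7.95e-07), of opposite sign to that in B6-13D2 against B6. That argues against an effect of the interval allele in both backgrounds. In B6-13D2 against B6 their log2 fold change was 0.91 with the trend on abundance removed (FDR 9.29e-10). It was 1.04 with that on GC content removed (FDR 1.45e-11), which argues against both trends. Among anchors with histone genes, 9 of 10 on chromosome 13 and 3 of 4 on other chromosomes were called as higher in B6-13D2 than in B6. In D2 against D2-13B6, the fitted fold change was negative in all 10 and all 4, with 3 and 2 of them called. Most of these anchors were thus higher in B6-13D2 than in B6. Both B6 libraries lay below all others in 9 of 10 on chromosome 13 and 3 of 4 on other chromosomes. The rise of D2-13B6 over D2 was mostly not called. On chromosome 13 it was smaller than that of B6-13D2 over B6. Both congenic lines were deeper. Reads shared between copies of histone genes stay open, as do a difference between parental and congenic lines and a difference in the state of the cells, which were not tested.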
